A study of Homo sapiens with 6 samples. Its data were reported in "RNA binding of GAPDH controls transcript stability and protein translation in acute myeloid leukemia" (2025).

How the data were processed

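GAPDH-bound RNA of MOLM-13 cells was measured by CLIP-seq in 6 samples, 2 for each of 3 conditions: galactose, low glucose and normal glucose. Per the study's methods, crosslinked GAPDH was precipitated with an antibody, and its RNA was then trimmed with RNase T1, which cuts after G, before library preparation and sequencing. The submitters' processing notes name cutadapt and STAR, without versions, and the genome build hg38 (GRCh38). Crosslink sites were called with PureCLIP, nearby sites were merged and isolated sites were extended to a fixed length. The deposited files hold 1 list per condition in which the authors had joined both samples; their columns are positions (chromosome, start and end) with an Ensembl gene identifier and a symbol, and the authors gave no counts, scores, strands or p-values. Because no depth or read number can be had from positions alone, intervals cover counting error over peaks only. The peak threshold, the joining rule and any background correction are part of the authors' processing and decide which places could appear in a list.

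A peak was a distinct chromosome, start and end, read as 1-based with both ends included. Of 449, 623 and 704 pairs of a peak and a gene in galactose, low and normal glucose, 445, 619 and 701 had their gene identifier in GENCODE release 44 and the peak overlapped that gene in each of these. Symbols of the deposited lists matched GENCODE for 340 of 340, 503 of 504 and 543 of 546 pairs. Strand, transcripts and biotypes came from GENCODE, and nuclear tRNA genes (443) from the RefSeq table of GRCh38.p14. The sequence was that of hg38. A peak was called recurrent where more than 50% of its 30-mers occur more than once in the genome. This held for 61, 66 and 125 peaks.

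Peaks of different lists were called shared with an overlap of at least 1 nt, and overlapping peaks were merged into regions. Each peak got a single class in the order rRNA, snRNA, snoRNA or scaRNA, other small RNA, protein coding, lncRNA, pseudogene and other. The place of the middle of a peak in protein coding transcripts was taken from all transcripts, with CDS before 5'UTR before 3'UTR before intron, and a middle beyond the end of its gene took the place at that end. Random placement moved each peak within the exons of its gene, or the introns for intronic peaks, 1000 times with seed 1. A two-sided permutation p has a smallest value of 0.002. Shares were compared with Fisher's exact test, galactose peaks met by another list with an exact binomial McNemar test, and median widths with 100000 permutations, all two-sided, with Benjamini-Hochberg adjustment within each family and a threshold of 0.05. Shares carry exact Clopper-Pearson 95% intervals. Gene groups were tested over genes with a peak in just 1 of the lists of a pair, where at least 5 such genes belonged to the group.

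The 23 gene groups covered glycolysis, ribosomal proteins, translation factors, splicing proteins, spliceosomal RNAs, snoRNAs and scaRNAs, snoRNA host genes, 7SL, 7SK, Y, RNase P and RNase MRP RNAs, rRNA and its pseudogenes, the mitochondrial genome, the study's targets and controls, transcripts with AU-rich elements or known from earlier work to bind GAPDH, metallothioneins, glycine and serine metabolism, galactose breakdown, the respiratory chain, nutrient stress, myeloid and leukaemia genes, other cell types, histones, abundant cytoskeletal and folding genes, and nuclear lncRNAs. Named genes followed a preset rule: every target and control of the study, the genes with the most regions in all 3 lists, the genes with the most peaks found in a single list, the leading members of each group by number of peaks, and the 3 widest peaks of each list, with at most 2 genes without a symbol in each part. The design, the groups, the rule and the main alternatives were set before the data were examined. Comparisons with tRNA genes, 45S units, RNA 5' ends and the base before the middle were added later.

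The middle of a single-site peak of 101 nt was taken as its crosslink site, and the base before it was read on the strand of the annotated gene where all genes of the peak lie on the same strand. In normal glucose the G lay at the same place on either strand (56.8% of 139 peaks on plus and 69.3% of 127 on minus), which a start counted from 0 would have set apart by strand. The alternatives were other overlap rules, other class and region orders, canonical transcripts, genes or pairs in place of peaks, peaks joined within 50 nt, and lists without small RNA genes, tRNA genes, recurrent sequence, peaks with a G before the middle or peaks within 20 nt of an RNA 5' end, with random places near such ends kept or left out. For GC content and AUUUA, peaks found in only 1 list were a further alternative. The statistics were tested on simulated lists made from the deposited peaks. With nothing planted, 5 of 100 simulated galactose lists of 337 peaks gave a 5'UTR excess and 3 of 100 gave a GC difference, 3 of 100 pairs of galactose and low glucose lists shared places, 4 of 100 gave a gene group difference between low and normal glucose and 0 of 100 a width difference. With an effect planted, all 100 were called in each. The planted effects were a 5'UTR excess in 30% of exonic peaks and higher GC in 50% of peaks. The others were shared places in 50% of peaks in shared genes, 34 group genes split 28 to 6, and widths 5 nt larger. Smaller effects, such as the width difference of 1 nt between low and normal glucose, were not planted, so the power to call them is unknown. Computations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9.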

Results

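MOLM-13 is a human acute myeloid leukaemia cell line. The cells were grown in medium with galactose, with low glucose or with normal glucose, and the RNA crosslinked to GAPDH (glyceraldehyde-3-phosphate dehydrogenase, an enzyme of glycolysis) was recovered with an antibody and sequenced (CLIP-seq). The design asks which transcripts GAPDH contacts, and whether these change with the sugar that feeds glycolysis. The series held 6 samples, 2 per condition, and the authors had joined the 2 samples of each condition into 1 annotated peak list. The galactose list held 337 peaks in 367 genes, the low glucose list 484 peaks in 512 genes and the normal glucose list 495 peaks in 533 genes. Several genes could be annotated to 1 peak, which gave 449, 623 and 704 pairs of a peak and a gene. The lists carry positions and gene names only, so the sequencing depth and the number of reads behind each peak are unknown and no spread between replicates can be given. All tests below therefore compare the lists and not the conditions, and their p-values run over peaks or genes, which are not replicates of a culture. Intervals are exact 95% binomial intervals and cover counting error only.

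The regions found in every medium lay mainly on genes of transfer RNA (tRNA), ribosomal RNA (rRNA) and other small structural RNA. Overlapping peaks of the 3 lists were merged into 951 regions, of which 105 (11%, interval 9.12 to 13.2%) held a peak of each list. Of these 105 regions, 42 lay on nuclear tRNA genes, whose RNAs carry amino acids to the ribosome, 34 on genes of other small RNAs or rRNA, and 8 inside the 45S rRNA units of the ribosomal DNA. A tRNA gene was matched by position alone, and the lists give no strand, so it is not known whether the RNA came from the tRNA or from the transcript around it. Together such genes made up 80% of the regions in all 3 lists (interval 71.1 to 87.2%), against 24.4% of the 697 regions found in a single list (interval 21.2 to 27.8%; odds ratio 12.4, Fisher's exact p = 3.99e-28). Of the 105 regions, 18 lay in protein coding genes and 3 in long non-coding RNAs (lncRNAs) without overlapping any of these RNA genes or units, and others lay in protein coding genes but over a tRNA or small RNA gene. The comparison with tRNA genes and with 45S units was chosen after the positions had been seen.

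**Figure D1:**
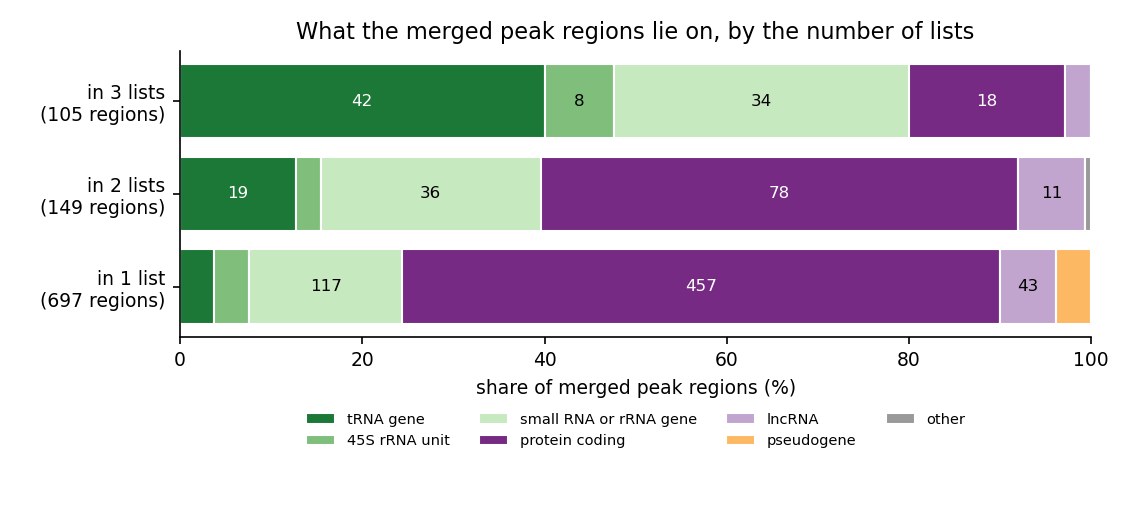
Share of merged peak regions (%) that lay on each kind of gene, for regions found in 3 lists, in 2 lists and in 1 list, with the number of regions printed in the wider segments. The tRNA segment holds 42 of 105 regions in the upper bar and 26 of 697 in the lower bar.

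Of these 18 protein coding regions away from tRNA and small RNA genes, 6 lay in exons and 12 in introns. The exonic ones were in TMSB4X, which encodes the actin-binding thymosin beta-4 (chromosome X, 12975057 to 12975221, 5'UTR in exon 1), in TKT, the transketolase of the pentose phosphate pathway (chromosome 3, 53255869 to 53256074), in NFKBIA, the inhibitor of NF-kappa-B (chromosome 14, 35404593 to 35404694, coding sequence), in the ribosomal protein gene RPS18 (chromosome 6, 33272024 to 33272125, 5'UTR), in SARAF, a regulator of calcium entry (chromosome 8, 30082931 to 30083032, 5'UTR), and in PABPC4, a cytoplasmic poly(A)-binding protein (chromosome 1, 39576741 to 39576842, with the middle just before the first base of the gene). These 6 genes, other than TMSB4X and PABPC4, fell outside the preset rule for named genes and were named after their positions were seen. Among the genes with the most regions in all 3 lists, of which the preset rule named at most 2 without a symbol, were the rDNA lncRNA ENSG00000280441 with 7 regions, ENSG00000287264 and SOX2-OT with 3 each, and RN7SL1, RPS29, KCTD2, LINC00324, RPL13A, RNU11 and RNU6-4P with 2 each. The regions of ENSG00000287264 lay over valine and arginine tRNA genes on chromosome 11 (59550575 to 59550753, 59550934 to 59551111 and 59551242 to 59551433). Those of KCTD2, a potassium channel tetramerisation domain gene, lay in an intron over the arginine tRNA genes TRR-CCT1-1 and TRR-CCT2-1 (chromosome 17, 75033853 to 75034030 and 75034377 to 75034556). Those of LINC00324 lay over aspartate and proline tRNA genes (chromosome 17, 8222186 to 8222361 and 8222779 to 8222949). SOX2-OT shared its 3 regions with RNU6-4P, a U6 small nuclear RNA locus, and RNA5SP150, a 5S rRNA pseudogene, and RPS29 shared its 2 with RN7SL1, an RNA component of the signal recognition particle.

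The galactose and low glucose lists were closer to each other than either was to the normal glucose list. Of the 337 galactose peaks, 192 (57.0%, interval 51.5 to 62.3%) overlapped a low glucose peak and 139 (41.2%, interval 35.9 to 46.7%) a normal glucose peak. Among galactose peaks met by a single other list, 87 were met by low glucose and 34 by normal glucose, a ratio of 2.56 (exact binomial McNemar test, two-sided, adjusted p = 2.36e-06 over 3 such tests). Among low glucose peaks, 87 were met by galactose alone and 30 by normal glucose alone (exact McNemar test, adjusted p = 3.85e-07). Normal glucose peaks were met about equally, with 36 by galactose alone and 31 by low glucose alone (exact McNemar test, adjusted p = 0.625). By list, 86 regions were in galactose and low glucose, 33 in galactose and normal glucose, and 30 in low and normal glucose. The regions found in a single list numbered 111 in galactose, 262 in low glucose and 324 in normal glucose, and together made up 73.3% of all regions (interval 70.4 to 76.1%).

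Lists met at the same places of a gene more often than random places in the same genes would. Of the galactose peaks moved at random within the exons or introns of their genes, 56.9 met a low glucose peak on average, against 188 observed, a ratio of 3.30. The ratio was 2.52 between galactose and normal glucose (136 observed, 54.0 expected) and 2.13 between low and normal glucose (132 observed, 62.0 expected). Each permutation p was 0.002, the smallest that 1000 placements can give. The peaks over tRNA genes contributed to these ratios, which were 2.5, 1.87 and 1.54 without them. With protein coding genes only, peaks over tRNA genes in their introns included, the ratios were higher and in another order, at 13.4 for galactose and low glucose, 20.3 for galactose and normal glucose and 6.6 for low and normal glucose. The full lists of galactose, low and normal glucose held 72, 86 and 142 peaks in small RNA or rRNA genes. Some of these genes are about as short as a peak, which leaves little room to move it. How far this lowered the ratios or set their order was not tested.

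Peaks over tRNA genes were found in each list, at 65 of 337 galactose peaks (19.3%, interval 15.2 to 23.9%), 68 of 484 low glucose peaks (14%, interval 11.1 to 17.5%) and 57 of 495 normal glucose peaks (11.5%, interval 8.84 to 14.7%). The share was higher in galactose than in normal glucose (odds ratio 1.84, Fisher's exact test, adjusted p = 0.0079), while galactose and low glucose (adjusted p = 0.0808) and low and normal glucose (adjusted p = 0.251) did not differ past the threshold. The share also depends on how many other peaks a list holds, and the counts themselves, 65 and 57, lay closer together. Whether the difference stays without the sites next to G, described at the end, was not tested. Random places in the exons or introns of the annotated genes met tRNA genes 3.23 times in galactose, 3.33 times in low glucose and 3.35 times in normal glucose, against 62, 65 and 54 of the peaks that could be placed (permutation p = 0.002 in each, the smallest possible). Over the 3 lists 87 of the 443 nuclear tRNA genes had a peak, and 42 had one in each list, among them 6 for arginine, 5 each for glycine and lysine, and 4 each for aspartate and valine. The gene annotation joined to the lists holds no nuclear tRNA genes, so that these peaks carried the names of the genes around them. Every region over a tRNA gene carried such a name. A tRNA gene outside all annotated genes may therefore have had no way to appear, so 87 of 443 is not a share of the tRNA genes bound. Peaks over tRNA genes were 50%, 42.7% and 39.0% of the lncRNA peaks in galactose, low and normal glucose, and 25.3%, 19% and 15.1% of the intronic peaks of protein coding genes. In VAC14, a scaffold of lipid kinases, all 3 peaks found in normal glucose alone lay over glycine tRNA genes. In LUC7L2, a splicing factor, the intronic region in all 3 lists lay over the arginine tRNA gene TRR-CCT4-1 (chromosome 7, 139340647 to 139340826).

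The normal glucose list held more pseudogene, rRNA and other small RNA peaks and fewer protein coding peaks than the low glucose list. Each peak was given 1 class from its annotated genes, with small RNA first. Protein coding genes took 57.6% of galactose peaks (interval 52.1 to 62.9%), 64% of low glucose peaks (interval 59.6 to 68.3%) and 50.3% of normal glucose peaks (interval 45.8 to 54.8%; low against normal glucose odds ratio 1.76, Fisher's exact test, adjusted p = 0.00018). Pseudogenes held 1 peak in galactose, 2 in low glucose and 24 in normal glucose (Fisher's exact test, adjusted p = 0.000332 for galactose and 0.00018 for low glucose against normal glucose). Ribosomal RNA genes and their pseudogenes held 13, 18 and 40 peaks (Fisher's exact test, low against normal glucose adjusted p = 0.0204; galactose against normal glucose 0.0562). Other small RNAs, mostly 7SL and 7SK copies, held 18, 13 and 34 peaks (Fisher's exact test, low against normal glucose adjusted p = 0.0151; galactose against normal glucose 0.746). Small nuclear RNAs (4.75%, 4.75% and 6.46%) and small nucleolar RNAs (7.42%, 6.61% and 7.27%) showed no difference past the threshold, nor did lncRNAs (19.6%, 16.9% and 15.6%). Of the lncRNA peaks, 14 of 66 in galactose, 11 of 82 in low glucose and 28 of 77 in normal glucose lay inside 45S rRNA units, and 19, 36 and 19 lay outside these units and outside tRNA genes. The calls for rRNA and other small RNA ended when protein coding genes were given precedence (odds ratios 0.529 and 0.349, Fisher's exact test, adjusted p = 0.405 and 0.106). The pseudogene calls ended when single-site peaks with a G before their middle, described at the end, were left out (odds ratios 0.155 and 0.214, Fisher's exact test, adjusted p = 0.214 and 0.157).

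**Figure D2:**
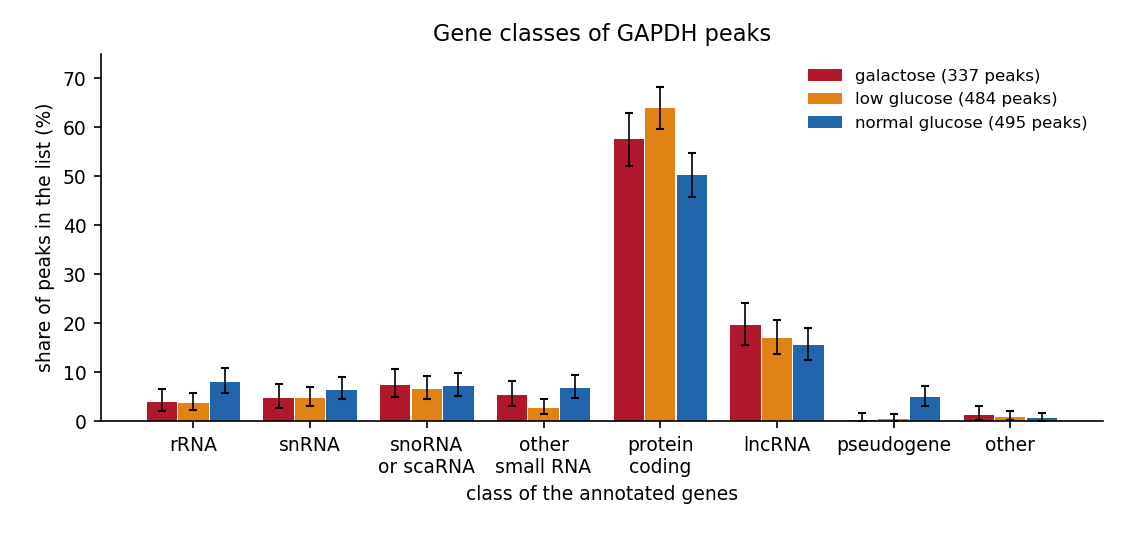
Share of peaks (%) in each gene class, per list, with exact 95% binomial intervals as error bars. Protein coding genes held 57.6%, 64% and 50.3% of peaks, and pseudogenes 0.297%, 0.413% and 4.85%.

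Of the gene groups fixed before the data were examined, only groups of RNA genes differed past the threshold between the lists when all peaks were used. Of 28 tests over lists and pairs with enough genes, 5 had a p under 0.05 and 3 passed after Benjamini-Hochberg adjustment. Among genes with a peak in just 1 of galactose and normal glucose, rRNA genes and pseudogenes counted 1 for galactose and 29 for normal glucose (odds ratio 0.0603, Fisher's exact test, adjusted p = 0.00125), and between low and normal glucose 6 and 28 (odds ratio 0.214, adjusted p = 0.00239). The group of 7SL, 7SK, Y, RNase P and RNase MRP RNAs counted 2 for low glucose and 14 for normal glucose (odds ratio 0.147, Fisher's exact test, adjusted p = 0.0377). Their members found in all 3 lists included RN7SL1, RN7SL2 and RN7SL3 of the signal recognition particle, RN7SK, which restrains the elongation factor P-TEFb, and the rRNA genes RNA5S9, RNA5-8SN1 and RNA5-8SN2. At RN7SK, a peak at chromosome 6, 52995568 to 52995668, was identical in all 3 lists, and normal glucose alone had another inside the gene at 52995731 to 52995831. A further place held a peak in low glucose (52995897 to 52995997) and in normal glucose (52995901 to 52996001). The RNAs of these groups have near-identical copies. All 30-mers of the RN7SK peak found in normal glucose alone and of the RN7SL3 peak at chromosome 14, 49853685 to 49853785, recur in the genome. The call for the 7SL and 7SK group also ended without recurrent peaks (odds ratio 0.104, Fisher's exact test, adjusted p = 0.0862). All 3 calls ended when peaks annotated to more than 1 gene were left out (odds ratios 0, 0.252 and 0.462). Under that alternative 4 other calls passed, all with fewer genes than in normal glucose: spliceosomal RNAs in galactose and in low glucose (odds ratios 0 and 0.0957), and histones and abundant cytoskeletal and folding genes in low glucose (odds ratios 0.218 and 0.0957; Fisher's exact test, adjusted p = 0.0409 in each). With the distinct peaks of a group counted in place of its genes, the 3 main calls stayed. The 7SL and 7SK group then also passed for galactose against normal glucose (odds ratio 0.0898, Fisher's exact test, adjusted p = 0.0288).

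Ribosomal protein genes, the largest protein coding group, had peaks in 54 members, with 27 in galactose, 34 in low glucose and 35 in normal glucose, of which 16 had a peak in each list (Fisher's exact test, adjusted p = 1 in each pair). Of RPS2, a protein of the small subunit, a snoRNA-bearing region at chromosome 16, 1962922 to 1963022, was in all 3 lists. RPLP2 of the ribosomal stalk held peaks at its 5'UTR in low and normal glucose (chromosome 11, 809991 to 810091 and 809992 to 810092) and RPL8 had 3 peaks in low glucose and 1 elsewhere in normal glucose. Translation factors had peaks in 4 members in galactose and 6 in both glucose lists. EEF2, the elongation factor that moves the ribosome, held 5 peaks in low glucose, all in coding exons, and 4 in normal glucose at other places, and no peak among those analysed here in galactose. PABPC1, which binds poly(A) tails, had 3 peaks in low glucose and 6 in normal glucose, with 1 place in common near its 5' end (chromosome 8, 100721969 to 100722088). Small nucleolar RNAs had peaks in 21, 30 and 33 members, their non-coding host genes in 6, 9 and 9, and spliceosomal RNAs in 12, 19 and 24, the last with galactose against normal glucose at 1 and 13 genes (Fisher's exact p = 0.0418, adjusted p = 0.234). RNU11, the U11 RNA of the minor spliceosome, had 2 regions in all 3 lists (chromosome 1, 28648549 to 28648654 and 28648667 to 28648767). Histone genes had peaks in 4, 8 and 15 members, none in each list, with H1-4 in low and normal glucose and H3C4 in galactose and low glucose. Abundant transcripts of the cytoskeleton and protein folding counted 6, 8 and 14 genes.

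Glycolytic enzymes had peaks in no gene in galactose, 3 in low glucose and 6 in normal glucose (galactose against normal glucose Fisher's exact p = 0.098, adjusted p = 0.434). ALDOA, the aldolase, had 2 peaks in low glucose and 3 at other places in normal glucose, while GPI and PGK1, the isomerase and the first ATP-forming kinase of the pathway, had 2 coding peaks each in normal glucose alone. Among genes with the most peaks of their own, VIM, which encodes the intermediate filament vimentin, had 3 peaks in low glucose alone (chromosome 10, 17229283 to 17229710), at its start, where the antisense gene VIM-AS1 also lies. YBX1, a cold shock RNA-binding protein, had 4 in normal glucose alone, of which 61 to 82% of the 30-mers recur in the genome. In galactose alone, RPS27L, a p53-responsive ribosomal protein gene, had 2 peaks (chromosome 15, 63156464 to 63156565 and 63157430 to 63157530), SLC25A6, an ATP and ADP carrier of mitochondria, 2 peaks made wholly of recurrent 30-mers, and the snoRNA SNORA11B in an intron of DGLUCY 2 peaks. NEAT1, the RNA scaffold of nuclear paraspeckles, had 2 peaks in galactose and 2 at other places in low glucose, and RCC1, which overlaps the snoRNA host SNHG3, had 3 of its own in normal glucose.

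Smaller groups gave counts too low for a test. Metallothioneins, which bind copper and zinc, had peaks in 1 gene in galactose, 4 in low glucose and 3 in normal glucose, with MT2A in each list. Of genes for glycine and serine metabolism, GCSH alone had a peak, in an intron in galactose, and all its 30-mers recur in the genome. From these same samples, the study reported gene ontology terms for glycine metabolism in galactose, copper stress in low glucose and cytoplasmic translation in normal glucose. Its text names neither metallothioneins nor serine metabolism. The groups used here lie close to those terms, so that they are not independent evidence. Splicing proteins had peaks in 4, 2 and 4 genes, among them HNRNPU. Genes of the respiratory chain and ATP synthase counted 3, 3 and 1, with ATP5F1D and CYC1 in galactose and low glucose at their 5' ends. The only member in normal glucose was the processed pseudogene ATP5MC2P1, and the low glucose peak of NDUFS7 lay over the tRNA gene TRN-GTT2-6. Abundant nuclear lncRNAs counted 3, 2 and 1, with MALAT1 in all 3 lists (chromosome 11, 65500456 to 65500599) and the telomerase RNA TERC in galactose. Of transcripts with AU-rich elements or known from earlier work to bind GAPDH, MYC had a peak in low glucose and TERC in galactose. Stress genes were represented by SESN1 in galactose, and myeloid genes by PRTN3 in galactose and normal glucose and CEBPA in low glucose. There was no peak among those analysed here for genes of the mitochondrial genome, of galactose breakdown, or of other cell types.

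Among the transcripts the study discussed as GAPDH targets, the ribosomal protein gene RPL13A was the one with peaks in all 3 lists, with 2 in galactose, 5 in low glucose and 5 in normal glucose. Both regions shared by all 3 lists lay beside or over intron-encoded snoRNAs. The region at chromosome 19, 49489994 to 49490095, overlapped SNORD32A, and the region at 49490498 to 49490621 covered the end of exon 4 of 8 and the start of SNORD33, so that the peaks cannot be assigned to the spliced mRNA alone. Peaks of RPL13A without a snoRNA lay in exon 2 (49489807 to 49489910) and exon 5 (49490773 to 49490879) in low glucose and in exon 3 (49490247 to 49490347) in normal glucose. GAPDH's own mRNA had a coding peak in exon 6 of 9 in low glucose (chromosome 12, 6537054 to 6537155) and a 3'UTR peak in exon 9 in normal glucose (6538122 to 6538222), of which 67% of 30-mers recur in the genome. PKM, the pyruvate kinase, had 2 coding peaks in normal glucose, in exon 9 (chromosome 15, 72202411 to 72202582) and exon 8 (72206700 to 72206800). MYC, the transcription factor, had a peak in low glucose (chromosome 8, 127735556 to 127735656). Its middle lay in none of the 3 exons of the canonical transcript and was coding only in another annotated transcript. The cytoskeletal control ACTB had a 5'UTR peak in galactose and normal glucose (chromosome 7, 5530553 to 5530654), a coding peak in exon 2 in low glucose and 2 in exon 3 in normal glucose, and the antiviral adaptor MAVS a coding peak in low glucose (chromosome 20, 3864288 to 3864388). For TNF, HIF1A, ENO1, HK1 and HK2 there was no peak among those analysed here.

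**Figure D3:**
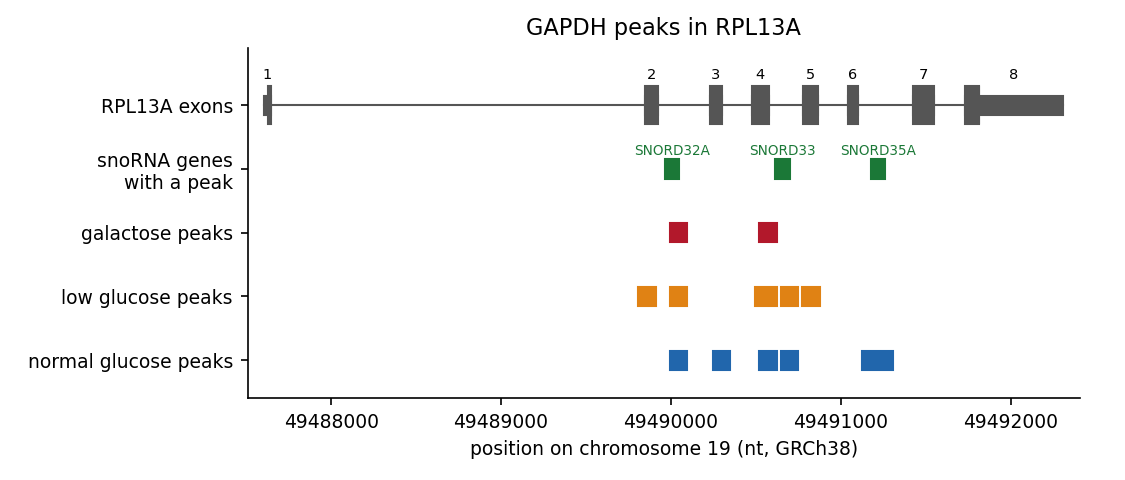
Map of RPL13A on chromosome 19 (GRCh38, position in nt) with the exons of its canonical transcript numbered (coding parts taller), the snoRNA genes that carry a peak, and the peaks of each list. The 2 places with peaks in all 3 lists lie at SNORD32A and at the boundary of exon 4 and SNORD33.

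Exonic peaks of protein coding genes lay in 5'UTRs more often than random places in the same exons, most so in galactose. The 5'UTR held 67 of 127 exonic peaks in galactose (52.8%, interval 43.7 to 61.7%), 78 of 207 in low glucose (37.7%, interval 31.1 to 44.7%) and 44 of 171 in normal glucose (25.7%, interval 19.4 to 33.0%). Random placement gave 15.7%, 16.4% and 18.9%, ratios of 3.36, 2.30 and 1.36 (permutation test, adjusted p = 0.003, 0.003 and 0.027; the first 2 rest on the smallest p that the placements can give). The 3'UTR held fewer peaks than random placement in each list (ratios 0.19, 0.207 and 0.278), and the coding sequence more in low glucose (1.23) and normal glucose (1.48) but not in galactose (0.918, permutation test, adjusted p = 0.468). The coding calls depended on the rules: the low glucose call ended with 1 canonical transcript per gene (1.05), the normal glucose call ended without sites next to G (1.13), and with the 5'UTR placed before the coding sequence galactose had fewer coding peaks than random (0.796, permutation test, adjusted p = 0.038). With 1 canonical transcript per gene the 5'UTR ratios were 6.24, 4.49 and 2.79, and without peaks that also lie in small RNA genes the normal glucose call ended (1.32, permutation test, adjusted p = 0.0517). Between lists, the 5'UTR share was 15.1 points higher in galactose than in low glucose (Fisher's exact test, adjusted p = 0.029), 27.0 points higher in galactose than in normal glucose (adjusted p = 2.58e-05) and 11.9 points higher in low than in normal glucose (adjusted p = 0.0362). Introns held 38.5%, 38.7% and 39.7% of all peaks in protein coding genes. Examples were the 5'UTRs of TMSB4X in all 3 lists, ATP5F1D in galactose and low glucose, and LYN, a Src family kinase, in low glucose (chromosome 8, 55879835 to 55880096).

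The 5'UTR excess depended in part on peaks at the ends of RNAs, and the differences from normal glucose also on the sites next to G. Within 20 nt of an annotated RNA 5' end lay 36 of 67, 31 of 78 and 20 of 44 of the 5'UTR peaks, and with both such peaks and random places near those ends left out the ratios were 2.75 in galactose, 1.94 in low glucose and 1.04 in normal glucose (permutation test, adjusted p = 0.003, 0.003 and 0.949). Without these peaks galactose still exceeded normal glucose (19.5 points, Fisher's exact test, adjusted p = 0.0151), but the differences between galactose and low glucose (8.24 points, adjusted p = 0.45) and between low and normal glucose (11.3 points, adjusted p = 0.0849) no longer passed, and the latter also ended without recurrent peaks (7.68 points, adjusted p = 0.464). Without single-site peaks with a G before the middle, the excess over random placement stayed (ratios 3.5, 2.3 and 1.9) and galactose exceeded low glucose by 18.2 points (Fisher's exact test, adjusted p = 0.0101). In that comparison galactose exceeded normal glucose by 16.9 points (Fisher's exact test, adjusted p = 0.0511) and low glucose differed from normal glucose by -1.34 points (adjusted p = 0.926).

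**Figure D4:**
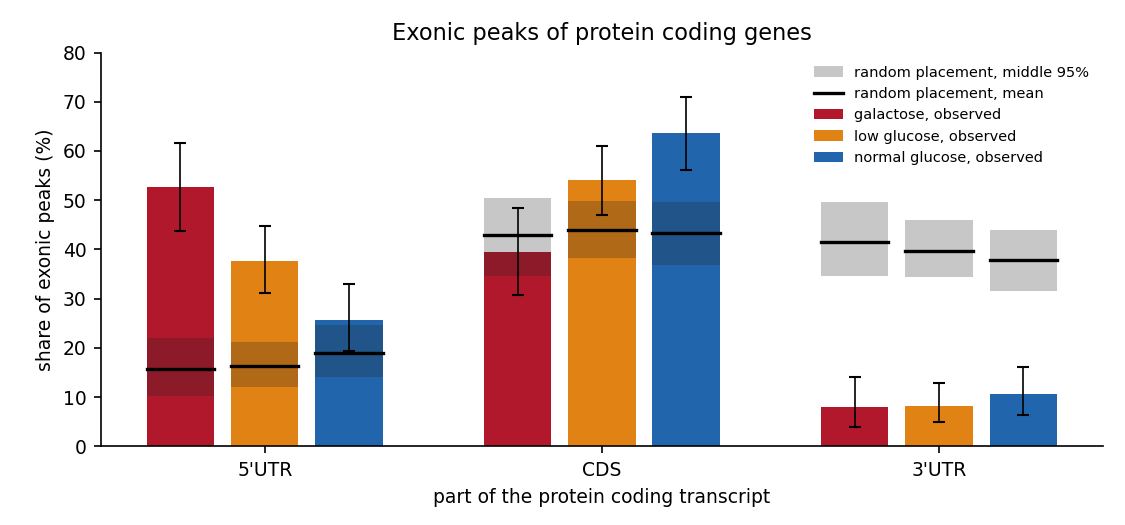
Share of exonic peaks of protein coding genes (%) in the 5'UTR, coding sequence (CDS) and 3'UTR, per list, with exact 95% binomial intervals, and the mean and middle 95% of 1000 random placements in the same exons as black lines and grey bands. The 5'UTR bars stand at 52.8%, 37.7% and 25.7%, above random means of 15.7%, 16.4% and 18.9%.

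Peaks were richer in G and C than random places in the same exons or introns. The median GC content was 58.3% in galactose, 59.4% in low glucose and 54.5% in normal glucose, against 50.3%, 50.4% and 50.7% (permutation test, adjusted p = 0.004 in each). The AU-rich pentamer AUUUA, a sequence that earlier work tied to GAPDH, was present in 22 of 296 stranded peaks in galactose (7.43%, interval 4.72 to 11%), 28 of 426 in low glucose (6.57%, interval 4.41 to 9.36%) and 24 of 406 in normal glucose (5.91%, interval 3.82 to 8.67%). This was less than at random places in low glucose (ratio 0.581, permutation test, adjusted p = 0.00599) and normal glucose (0.614, adjusted p = 0.012). In galactose the ratio was 0.679 and did not pass the threshold (permutation test, adjusted p = 0.054). Without peaks in small RNA genes the galactose ratio was 0.588 (permutation test, adjusted p = 0.00999), and without sites next to G the normal glucose ratio was 0.711 (adjusted p = 0.0859). Random places were not held to the 5'UTR, coding sequence or 3'UTR of the peak. Of random exonic places in protein coding genes, 41.4%, 39.7% and 37.9% fell in 3'UTRs, against 7.87%, 8.21% and 10.5% of peaks. The GC and AUUUA tests therefore cannot tell a sequence preference from the place of peaks within transcripts.

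Peaks of 101 nt, the size to which the authors extended isolated crosslink sites, were 57.6% of the galactose list (interval 52.1 to 62.9%), 47.1% of the low glucose list (interval 42.6 to 51.7%) and 64.8% of the normal glucose list (interval 60.5 to 69.1%). Median widths were 101, 102 and 101 nt, and the 1 nt between low and normal glucose passed its test (permutation test, adjusted p = 0.00021) while the means, 115.7 and 118.5 nt, differed in the other direction (adjusted p = 0.26). The median difference did not pass with neighbouring peaks joined (permutation test, adjusted p = 0.0567). The widest peaks lay at RNU2-2P, a U2 RNA copy beside WDR74 (266 nt in normal glucose), at LYN (262 nt in low glucose), at EEF2 (246 nt in low glucose), at EIF4A1 and SNORD10 (245 nt in normal glucose) and at SNORA7A in RPL32 (242 nt in galactose). Peaks over tRNA genes had a median width of 103, 103 and 176 nt, and without them the medians of low and normal glucose were equal.

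The middle of such single-site peaks followed a G in the normal glucose list far more often than in the others. On the RNA strand, the base before the middle was a G in 41 of 169 peaks in galactose (24.3%, interval 18.0 to 31.4%), 53 of 203 in low glucose (26.1%, interval 20.2 to 32.7%) and 167 of 266 in normal glucose (62.8%, interval 56.7 to 68.6%), against 28.5% at the surrounding positions of the last. The difference held against galactose and low glucose (Fisher's exact test, adjusted p = 5.12e-14 for each). It did not pass among peaks met by another list (Fisher's exact test, adjusted p = 0.119 against galactose and 0.0808 against low glucose), in introns (0.258 and 0.241) or in 5'UTRs (0.0507 and 0.561). In 5'UTRs the share was 14.6% of 41 peaks in galactose, 31.2% of 32 in low glucose and 41.4% of 29 in normal glucose. The odds ratio of galactose against normal glucose was 0.243 there and 0.190 over all peaks. The matching odds ratios were 0.526 among peaks met by another list and 0.506 in introns. In normal glucose the share was 72.1% among peaks found there alone and 39.5% among those met by another list (Fisher's exact test, adjusted p = 3.39e-06), and 78.2% in coding sequence against 41.4% in 5'UTRs (adjusted p = 0.000888). This comparison was chosen after the sequences had been seen.

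**Figure D5:**
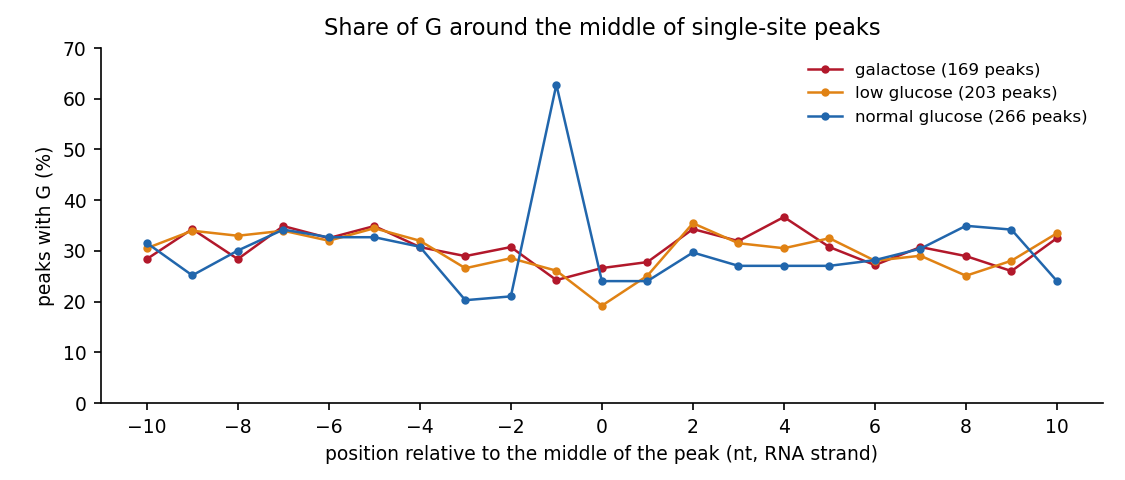
Share of single-site peaks with a G (%) at each position from 10 nt before to 10 nt after the middle of the peak, on the RNA strand, per list. At the position before the middle the normal glucose list reaches 62.8%, and the galactose and low glucose lists stand at 24.3% and 26.1%.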

Values the study reported

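The study reported a total of 1774 annotated CLIP peaks over the metabolic conditions. Of these, 163 were present in all conditions, 216 were shared by a pair of conditions and 846 were found in a single condition.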

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

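The tests of base composition, of the kind of RNA, of RNase T1 starts, of a GAPDH contact, of RNA 5' ends and of sites next to G behind the 5'UTR difference were chosen after the results were seen. For the other tests in this part, what each outcome would show was written down before it was computed.

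The share of single-site peaks with a G before the middle was 38.5 points higher in normal glucose than in galactose and 36.7 points higher than in low glucose, a difference between the groups that no comparison of the design had asked for. The base makeup of the bound RNA is argued against, since 62.8% stood against 28.5% at the surrounding positions. Ribosomal, small or recurrent RNA is argued against as the whole cause. In normal glucose, a G came before the middle in 62.9% of protein coding and 59.5% of non-recurrent single-site peaks. Among coding, non-recurrent peaks found in normal glucose alone it was 68.4%. The share still differed by place, with 78.2% in coding sequence and 41.4% in 5'UTRs. Reads that start at RNase T1 cuts, if placed as reads at RNA 5' ends are, would put the G 1 nt after the middle, where 24.1% was found. Reads that end at such cuts, or that are placed otherwise, were not tested, so RNase T1 cuts stay open as a source. Sites set next to a G in part of the normal glucose data stay open, so the pattern may come from how either or both of the joined libraries were made or their sites called: the outermost sites of wider peaks also followed a G in 47.9% in normal glucose against 28% in galactose and 23.5% in low glucose, but the intervals held the surrounding share among peaks met by another list (39.5%, interval 28.4 to 51.4%), in introns (43.2%, interval 28.4 to 59%) and in 5'UTRs (41.4%, interval 23.5 to 61.1%). A contact of GAPDH next to G in normal glucose cannot be told apart from this, since there is 1 joined list per condition.

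The 5'UTR held more peaks than random placement in each list. Reads that end at the 5' end of the RNA are argued against as the whole cause in galactose, where a ratio of 2.75 was left without peaks and random places within 20 nt of an annotated 5' end. A few genes of the translation apparatus are argued against as well, since the galactose ratio was 3.68 without ribosomal protein and translation factor genes. In the normal glucose list RNA 5' ends cannot be told apart from an excess elsewhere, as the ratio without them was 1.04 (permutation p = 0.949) and 24 5'UTR peaks were left. A preference of GAPDH for 5'UTRs in galactose and low glucose stays open and was not tested apart from these.

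The 5'UTR share differed between the groups, by 15.1 points between galactose and low glucose, 27.0 points between galactose and normal glucose and 11.9 points between low and normal glucose. Recurrent sequence is argued against as the cause of the galactose and normal glucose difference, which was 22.8 points without recurrent peaks (Fisher's exact p = 0.000304). The sites next to G in the normal glucose list are a candidate explanation for part of it, since leaving them out over all exonic peaks left 16.9 of 27.0 points (Fisher's exact test, adjusted p = 0.0511) and single-site peaks without a G before the middle differed by 8.74 points (54.7% against 45.9%, Fisher's exact p = 0.417), where all single-site peaks differed by 27.9 points and those with a G by 23.7 points (37.5% against 13.8%, Fisher's exact p = 0.0328). Different genes in the lists cannot be fully told apart from a change within genes. In the 37 genes with an exonic peak in both lists, the 5'UTR held 47.6% of 42 peaks in galactose and 45.8% of 48 in normal glucose. This is a difference of 1.79 points (Fisher's exact p = 1). A peak with identical ends in both lists enters both shares with the same place, which draws the shares together. Over all genes, 84 of 337 galactose peaks were identical to a normal glucose peak. How many of them lie in these 37 genes was not counted, so the comparison cannot decide whether the share changed within genes. Genes with an exonic peak in only 1 of these lists allow no such comparison. A shift of GAPDH towards 5'UTRs with the sugar stays open as a biological explanation and is untested beyond this.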

How the results depend on the processing

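The results without tRNA genes, 45S units, recurrent peaks, sites next to G or RNA 5' ends, with positions counted from 0, and the mean in place of the median width, were chosen after the data were seen; the other alternatives were planned. No paired analysis was possible because the authors joined both samples of each condition into 1 list, and leaving out each replicate in turn was not possible for the same reason. Of 241 alternative values, 210 were counted as keeping their direction and side of the threshold or size, 21 lost the threshold, 2 gained it, 5 moved and 3 reversed. The 210 include the galactose coding ratio without peaks near RNA 5' ends, which passed in neither setting but changed direction. It went from 0.918 to 1.17, and to 1.15 with random places near these ends left out too. The 210 also include values with positions counted from 0, which for transcript regions equalled the main ones. The peaks found in all 3 lists numbered 67 with identical ends, 69 without small RNA genes and 63 without tRNA genes. With each annotated gene counted, 3 class tests passed, against 5, and the low against normal glucose calls for rRNA (odds ratio 0.494) and other small RNA (0.462) were lost. With protein coding first, 3 passed and these calls were lost as well (0.529 and 0.349). Without sites next to G the pseudogene calls (odds ratios 0.155 and 0.214), the 5'UTR differences between galactose and normal glucose (16.9 points) and between low and normal glucose (-1.34 points), and the AUUUA call in normal glucose (0.711) were lost. Without peaks near RNA 5' ends the 5'UTR call of normal glucose was lost, with a ratio of 0.864 where random places near these ends stayed in, which lowers it, and 1.04 where they were left out too, and galactose exceeded low glucose by 8.24 points and low exceeded normal glucose by 11.3 points, neither past the threshold. Without recurrent peaks the latter was 7.68 points and lost the threshold as well, as did the 7SL and 7SK group between low and normal glucose (odds ratio 0.104). Without peaks that also lie in small RNA genes the normal glucose 5'UTR call was lost (1.32), and without small RNA genes the galactose AUUUA call was gained (0.588). With peaks of a single gene, the calls for the 7SL and 7SK group (odds ratio 0.462) and for rRNA (0 and 0.252) were lost. The width call of low minus normal glucose was lost with neighbouring peaks joined (1 nt) and without tRNA genes (0 nt), and the mean differed by -2.75 nt. Leaving out peaks lowers the number tested, and beyond that the cause was not tested. Depth, which the files do not give, limits how far an absent peak can be read.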

Other observations

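The test of small RNA 5' ends was chosen after the result was seen. The outcomes that would count for or against the test of the translation apparatus were written down beforehand.

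Among the tRNA genes with a peak in all 3 lists were the selenocysteine tRNA gene TRU-TCA1-1, which reads certain UGA codons and lies in an intron of the DNA repair gene ERCC1 (chromosome 19, 45478547 to 45478740), and the initiator methionine gene TRX-CAT1-4 (chromosome 6, 26330289 to 26330424). The other genes with a peak in each list served arginine (6), glycine (5), lysine (5), aspartate (4), valine (4), glutamate (3), histidine (3), proline (3), glutamine (2), serine (2), alanine (1), leucine (1) and asparagine (1). Sequencing reads from near-identical tRNA genes cannot always be placed, so that the number of genes with a peak need not equal the number transcribed.

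The 12 intronic regions of protein coding genes in all 3 lists that lay on no annotated structural RNA were spread over as many genes, among them GCNT1, a Golgi glycosyltransferase (chromosome 9, 76571733 to 76572008), UNC45B, a myosin chaperone (chromosome 17, 35151072 to 35151405), and PID1 (chromosome 2, 229180809 to 229181021). Of these, 2 were made mostly of recurrent 30-mers. Counted by gene in place of region, 149 of 947 genes (15.7%, interval 13.5 to 18.2%) had a peak in each list.

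Transcripts of the translation apparatus were tested for holding their exonic peaks in the 5'UTR, as the mRNAs of ribosomal proteins start with a regulatory 5' tract. The opposite was found, with 33 of 128 exonic regions of ribosomal protein and translation factor genes in the 5'UTR (25.8%, interval 18.5 to 34.3%) against 115 of 292 of other protein coding genes (39.4%, interval 33.7 to 45.2%; Fisher's exact p = 0.00774). This test pools the 3 lists, whose 5'UTR shares differ, and was not run within each list. In galactose, the 5'UTR held 52.8% of all exonic peaks and 55.9% without these genes. The shares were 37.7% and 41.2% in low glucose, and 25.7% and 27.8% in normal glucose.

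Small RNA peaks often had their middle just before the first base of the RNA. Of 300 such peaks over the 3 lists, 34 had the middle 1 to 3 nt before the first base, 5.67 times the 6 that random places gave, and 29 of them lay exactly at -2, among them RN7SK, RN7SL2, SNORA51 and RNVU1-31. The same place is counted once for each list, and the 29 peaks were 21 distinct intervals. This may come from reads that end where the RNA itself ends and not at a crosslink, which was not tested apart from a crosslink there.

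The regions found in all 3 lists numbered 105. That is lower than the number quoted from the study above, whose text does not state the rule for a shared peak and whose deposited code was not at hand. Counted as pairs of a region and a gene, 142 were in all 3 lists, 197 in 2 and 946 in 1.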
